A study of Oryza sativa with 8 samples. Its data were reported in "Reorganization of the 3D chromatin architecture of rice genomes during heat stress" (2021).

How the data were processed

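Hi-C, which records contacts between distant stretches of chromatin through ligation of crosslinked DNA, was carried out on the aerial parts of rice seedlings of the cultivars Nipponbare (Nip, a japonica rice) and 93-11 (an indica rice). Seedlings were 3 weeks old and were either kept under normal conditions or given heat stress (HS) at 45 °C for 36 h. The methods of the study also give high humidity for HS, and lower light than during growth. They do not say whether the normal seedlings had the same light and humidity. A difference between conditions therefore cannot be put down to temperature alone. Each of the 4 groups, Nip normal, Nip HS, 93-11 normal and 93-11 HS, had 2 replicates, which made 8 libraries. Groups and replicate numbers were taken from the labels of the samples.

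According to the methods of the study, the authors mapped read pairs with Bowtie2 inside HiC-Pro, removed duplicates and ambiguous pairs, and built contact matrices with HiCExplorer. The files are per library, so replicates were not pooled. The genome build was not stated, and the coordinates below are those of the files, each cultivar in its own coordinates.

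The deposited compartment files give a score per 50-kb bin, the first principal component (PC1) of the contact correlation matrix, rounded by the authors to 3 decimals. A bin was called A where the score was above 0 and B otherwise. The methods of the study describe a PC1 computed with HOMER at a coarser resolution, so the tool behind these files is not stated. About 5% of the bins of each library carried no score and were left out. The same files give a whole number of genes per bin, from an annotation that is not stated.

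The deposited domain lists give the start, end and level of each topologically associating domain (TAD), a stretch of chromatin with more contacts inside than across its borders. Positions are multiples of 5 kb. The lists are nested, from level 0 for an outermost domain to level 7, and every domain of a higher level lay inside one of the level above it. The methods of the study describe hicFindTADs, whose domains do not nest, so the caller behind these lists is not stated. The files hold no contact counts and no boundary score. The study gives the depth of each library elsewhere, and it was not used here. TAD lists were therefore compared without regard to depth, and no interval that needs it is given.

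Bins with a score in all 4 libraries of a cultivar were compared, 7040 in Nip and 7317 in 93-11. A bin switched if both normal replicates shared a call and both HS replicates shared the opposite call. Shares of bins are given with exact 95% Clopper-Pearson intervals, which cover counting error over bins only, and neighbouring bins are not independent. The other 2 ways of splitting the 4 libraries into pairs served as background. PC1 per bin was compared between HS and normal with limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over bins and a threshold of 0.05.

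The limma step was tested on simulated data, in which the PC1 of 200 bins was changed by known amounts and all values were rounded as in the files. With values rounded as deposited, 49.0% of the changed bins were recovered over the 7040 bins of Nip and 76.0% over the 7317 bins of 93-11, and 6.67% and 66.6% of the calls were false. Rounding makes replicates tie, and a tie gives a bin a spread near 0. With random digits added within the rounding in a single draw, the false share was 6.09% in Nip and 2.56% in 93-11. That alternative was chosen after the data were examined and is printed beside the counts as designed. For the real values it is the median of 21 draws, and the false share of that median was not simulated.

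TAD numbers and median sizes were compared between libraries with exact two-sided permutation tests. With 2 against 2 libraries these cannot give a p below 0.33. With labels permuted within each cultivar there were 36 relabellings and a smallest p of 0.056. Sizes over all TADs were compared with a two-sided permutation version of the rank-sum test with 100000 resamples. It treats TADs as units, so it compares the libraries and not the conditions. On simulated lists with no difference in size, 7% of 200 tests gave a p below 0.05. TADs were assigned to a compartment by their midpoint, in bins with the same call in all 4 libraries. A TAD was shared if a TAD of the other library covered at least 80% of it and was itself covered to at least 80%. The chance share came from lists shifted around each chromosome 20 times per pair of libraries. A boundary was lost if it was present in both normal replicates and in neither HS replicate, within 5 kb, and gained in the opposite case. Lost and kept boundaries were compared by compartment with the two-sided Fisher's exact test. Gene counts in A and B bins were compared over 10000 circular shifts of the calls within chromosomes. The overlap and boundary functions were checked on simulated lists with known answers and returned them.

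The gene comparison was planned for Nip only, with an outside annotation. The annotation at hand is of another assembly, so none of its coordinates were used, and the gene numbers of the files were used for both cultivars. Regions to be named were fixed before the data were examined, as the 2 longest runs of adjacent switching bins per cultivar and direction, with ties broken by the size of the PC1 change. Chromosome 6 of 93-11 was added because the study shows it. A gene locus that the study shows was not analysed here. The alternatives changed the compartment rule, the scaling of PC1, the overlap, the tolerance for boundaries, the use of replicate numbers as a block, and the libraries included. Outermost or innermost TADs alone, the random digits and a minimum PC1 change were added after the data were examined. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.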

Results

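The data comprised 8 Hi-C libraries, 2 per group, from 3-week-old seedlings of Nip and 93-11 under normal conditions or after HS. Each library had a PC1 score per 50-kb bin and a list of TADs. The genomes were covered by 7468 bins in Nip and 7763 bins in 93-11. Contact counts were not part of these values, and the depth of each library, which the study gives, was not used here. The comparisons asked whether HS changed A and B compartments and TADs, and whether the cultivars differed in this.

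PC1 was compared first between replicates. In Nip, Pearson's r across bins was 0.995 between normal replicates and 0.986 between HS replicates, against 0.969 to 0.972 between normal and HS libraries. In 93-11, it was 0.995 and 0.990 between replicates and 0.970 to 0.971 between conditions. These correlations are across bins, which are not independent replicates. No chromosome had an inverted PC1, and the lowest r on a chromosome was 0.935 in Nip and 0.944 in 93-11. The calls of normal replicates differed in 1.92% of bins in Nip and 1.93% in 93-11. HS replicates differed in 3.20% and 2.65% of bins. Normal and HS libraries differed in 4.40% to 4.45% of bins in Nip and in 4.40% to 4.91% in 93-11.

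To find compartments that switched upon HS, only bins on which both replicates of each condition shared a call were counted. In Nip, 73 bins switched from A to B and 74 from B to A. Together these 147 bins were 2.09% of the 7040 compared (95% exact interval 1.77% to 2.45%). In 93-11, 58 bins switched from A to B and 125 from B to A, and these 183 bins were 2.50% of 7317 (95% exact interval 2.16% to 2.89%). The other splits of the same libraries gave 15 and 16 bins in Nip and 10 and 20 bins in 93-11. The switching bins thus exceeded the disagreement of replicates in both cultivars. Stable bins numbered 3279 in A and 3285 in B in Nip, and 3379 and 3450 in 93-11. Of the switching bins, 50.3% in Nip and 68.3% in 93-11 went from B to A. With PC1 centred on the median of each chromosome, which pulls the directions towards balance by construction, these shares were 45.5% and 47.8%. Calls from the mean of the replicates raised the counts most, to 146 and 141 bins in Nip and 117 and 221 bins in 93-11. An absolute PC1 of at least 0.25 SD left 11 and 6 bins in Nip and 9 and 26 bins in 93-11.

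**Figure D1:**
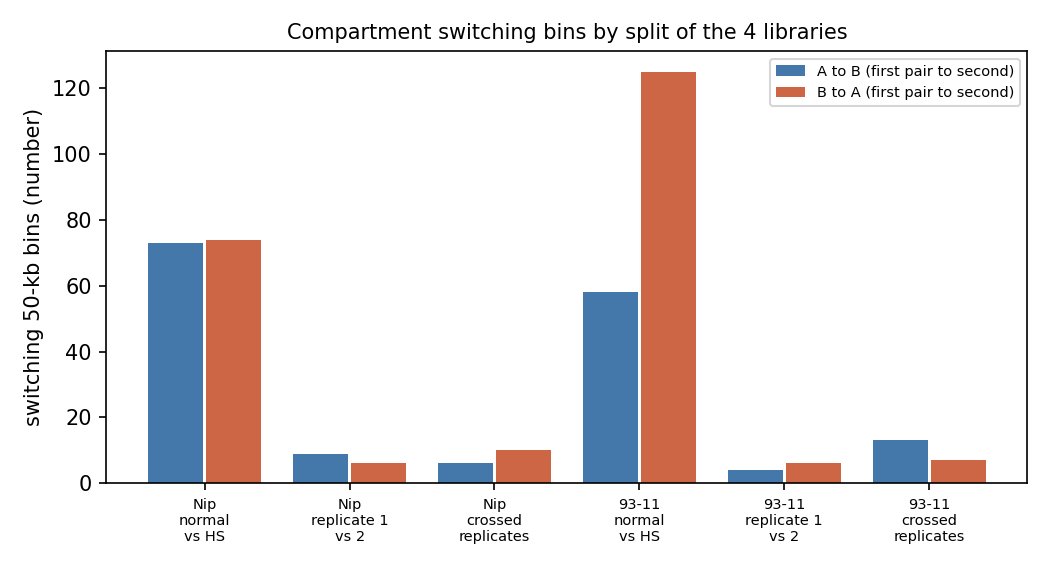
Number of switching 50-kb bins (vertical axis) for the real split of the 4 libraries of each cultivar and for the 2 other splits, with blue bars for A to B and orange bars for B to A. The real split gave 147 bins in Nip and 183 in 93-11, and the other splits at most 16 and 20.

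The share of A bins per library showed the same imbalance. It was 49.8% ± 0.115 (SD, n = 2) in normal and 49.9% ± 0.115 in HS libraries of Nip. In 93-11 it was 48.7% ± 0.249 in normal and 49.9% ± 0.134 in HS libraries. The change was 0.0776 percentage points in Nip and 1.23 in 93-11, a difference of 1.16, with no replicate SD above 0.249. The 36 relabellings gave a two-sided p of 0.28 (permutation test). They shuffle the change within each cultivar as well, so this test does not decide whether the cultivars differed.

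Most switches were short. The 147 bins of Nip formed 131 runs, of which 117 were a single bin, and the 183 bins of 93-11 formed 163 runs, of which 144 were a single bin. The longest run spanned 150 kb. Switching occurred on all 12 chromosomes, at 0.571% to 4.39% of the bins of a chromosome in Nip and 0.812% to 4.98% in 93-11.

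The longest runs are given with the mean PC1 of their bins. In Nip, chromosome 8 from 22250001 to 22350000, with 9 genes, went from 0.0320 ± 0.000707 (SD, n = 2) to -0.0250 ± 0.00212. Chromosome 11 from 3450001 to 3550000, with 12 genes, fell from 0.0313 ± 0.00460 to -0.0123 ± 0.00389. In the other direction, chromosome 6 from 13300001 to 13450000, with 19 genes, rose from -0.0202 ± 0.00118 to 0.0118 ± 0.000707. Chromosome 5 from 16850001 to 17000000, with 20 genes, rose from -0.00617 ± 0.00636 to 0.0135 ± 0.00212. In 93-11, chromosome 11 from 3450001 to 3550000, with 8 genes, went from 0.0333 ± 0.00106 to -0.0240 ± 0.00919. Chromosome 12 from 8500001 to 8600000, with 8 genes, fell from 0.0155 ± 0.00283 to -0.0390 ± 0.00354. The B to A runs were chromosome 10 from 5400001 to 5550000, with 12 genes, from -0.0225 ± 0.00259 to 0.0225 ± 0.00165, and chromosome 6 from 18450001 to 18550000, with 5 genes, from -0.0345 ± 0.00141 to 0.0245 ± 0.00354. The runs were chosen for replicates on opposite sides of 0, so the size of these changes is not a test.

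On chromosome 6 of 93-11, 9 bins switched from A to B and 9 from B to A. Of the B to A runs there, the one from 8550001 to 8650000, with 6 genes, went from -0.0215 ± 0.000707 (SD, n = 2) to 0.0278 ± 0.00177. The study described the first and second B compartments as turning to A and forming a larger A compartment. The bins on both sides of this run stayed B, so it formed none. Near the chromosome start, the scored bins from 850001 to 1200000 were B in all 4 libraries. Which bins the study meant was not established.

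**Figure D2:**
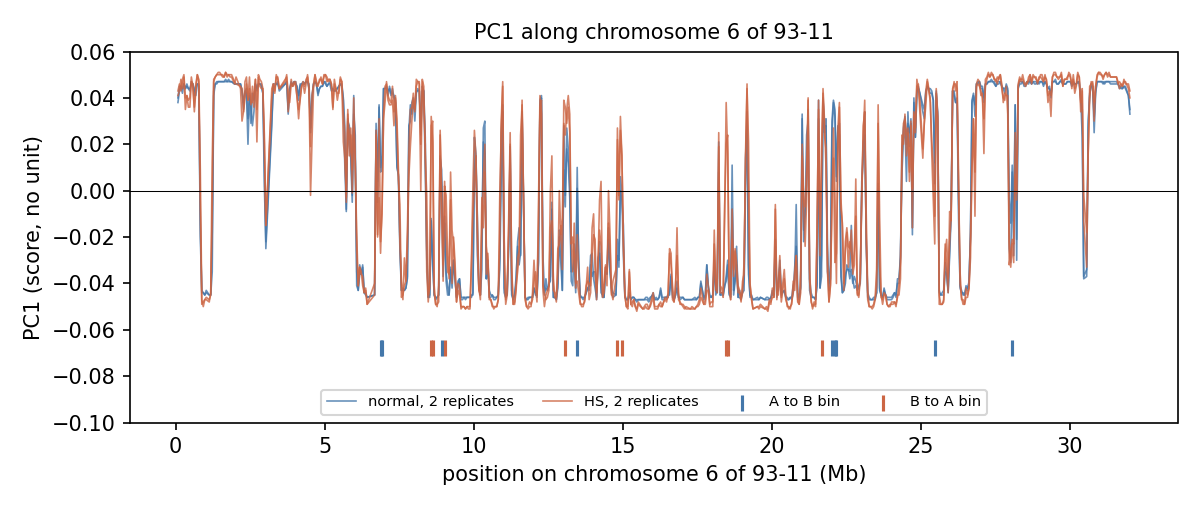
PC1 (vertical axis, a score with no unit) along chromosome 6 of 93-11 (horizontal axis, Mb), with 2 blue lines for the normal replicates and 2 orange lines for the HS replicates, and ticks under them for the 9 A to B and 9 B to A bins. The lines of all 4 libraries lie close together over most of the chromosome, and the switching bins are short.

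A test per bin was run with limma on the PC1 values. On the values as deposited, 508 bins were higher and 473 lower in HS in Nip, and 622 higher and 627 lower in 93-11, at a Benjamini-Hochberg adjusted p under 0.05. With random digits added within the rounding, the counts fell to 145 higher and 145 lower in Nip and to 137 higher and 70 lower in 93-11. Of the bins called on the deposited values, 69.0% in Nip and 79.1% in 93-11 had replicates within 0.001 of each other, against 29.6% and 42.0% of all bins. On simulated values rounded in the same way, 66.6% of the calls over the bins of 93-11 were false, so the counts on the deposited values are not reliable there. In Nip the simulated false share was 6.67%, but of 105 calls, against 981 calls on the deposited values. It therefore does not show that the deposited counts of Nip are reliable. Of the switching bins, 26.5% in Nip and 34.4% in 93-11 were called with the random digits added. The split in 93-11 also depended on this setting. Among the fits without a block, quantile normalization moved the counts most. It gave 0 higher and 1 lower in Nip, where 1168 and 1290 bins had an unadjusted p under 0.05, and 19 and 16 in 93-11.

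The methods of the study orient PC1 with a gene annotation, so a higher gene number in A bins is partly built in. Whether the deposited files have this orientation was checked, and the p-values partly restate it. In normal libraries of Nip, A bins held 6.97 genes and B bins 4.24, a difference of 2.73 genes per bin (permutation by circular shifts, two-sided p = 1e-04, the smallest that 10000 shifts can give). In HS libraries the difference was 2.67. In 93-11 it was 3.13 in normal and 3.04 in HS libraries, each with the same smallest p. Switching bins lay between these levels. They held 5.82 (A to B) and 5.08 (B to A) genes per bin in Nip, and 5.31 and 4.72 in 93-11.

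TADs were then counted per library, with no correction for depth. In Nip, there were 8735 ± 45.3 TADs (SD, n = 2) in normal and 11592 ± 451 in HS libraries. In 93-11, there were 8424 ± 151 in normal and 11682 ± 42.4 in HS libraries. The number was thus 1.33 and 1.39 times higher in HS, and every HS library had more TADs than every normal library of its cultivar. The median size was 67.5 ± 3.54 kb in normal and 40 ± 0 kb in HS libraries of Nip, and 75.0 ± 0 kb and 45.0 ± 0 kb in 93-11. Within a cultivar the exact permutation test gave the smallest p it can, 0.33, for number and for size. Over both cultivars the permutation test gave p = 0.056, also the smallest it can give. This test therefore cannot reach p under 0.05 and does not decide the question. The differences of 2857 TADs in Nip and 3258 in 93-11 exceeded the SD of replicates, at most 451. Those of -27.5 and -30 kb in median size exceeded an SD of at most 3.54 kb. Of the alternatives that each changed a single choice, the difference in size moved most with the mean in place of the median in Nip, where it fell by 43.0 kb, and with outermost TADs alone in 93-11, whose median fell by 50 kb.

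Outermost TADs numbered 2420 ± 106 (SD, n = 2) in normal and 4098 ± 12 in HS libraries of Nip, and 2311 ± 93.3 and 3818 ± 148 in 93-11. They covered 97.9% ± 0.179 of the genome in normal and 88.9% ± 0.624 in HS libraries of Nip. In 93-11 they covered 97.8% ± 0.163 and 90.9% ± 0.462. TADs of 25 to 40 kb made up 25.9% ± 0.594 of the lists in normal and 51.4% ± 0.0856 in HS libraries of Nip, and 22.3% ± 0.238 and 46.1% ± 0.383 in 93-11.

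**Figure D3:**
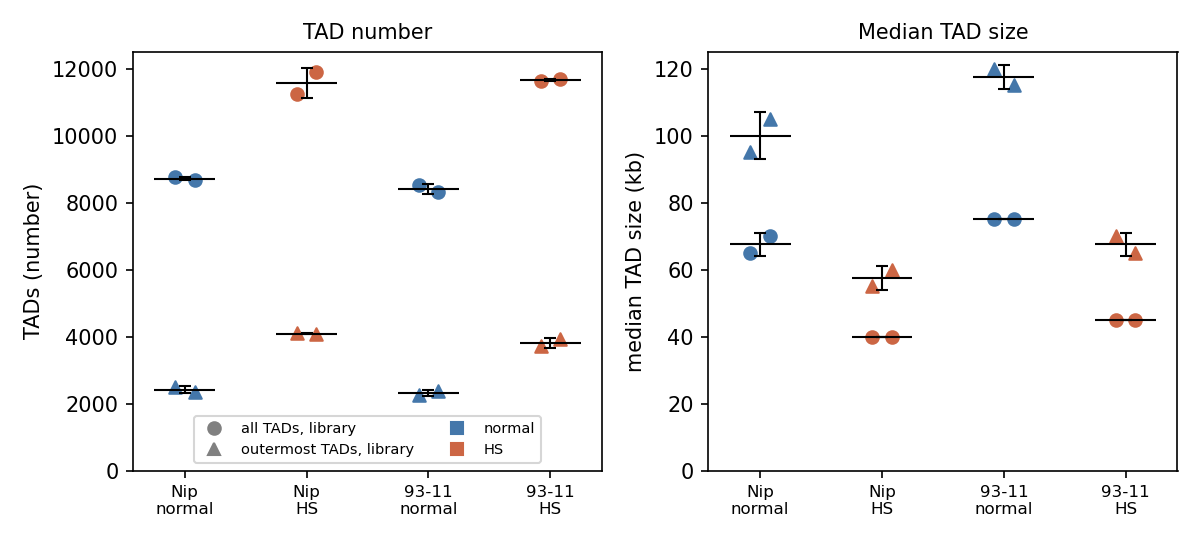
Number of TADs (left, vertical axis) and median TAD size in kb (right, vertical axis) in each library, with circles for all TADs and triangles for outermost TADs, blue for normal and orange for HS, and black lines for the mean and SD of 2 libraries. Every HS library lies above the normal libraries in number and below them in median size, in both cultivars.

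Over all TADs, a TAD of an HS library was larger than a TAD of a normal library in 32.1% of pairs in Nip and 32.6% in 93-11, with ties counted equally to both sides (permutation test, two-sided p = 1e-05, the smallest that 100000 resamples can give). The same share between replicates was 51.0% (normal) and 50.6% (HS) in Nip and 49.9% and 49.5% in 93-11.

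TAD sizes were also compared within compartments. In stable A bins the median size went from 60.0 ± 0 kb (SD, n = 2) to 40 ± 0 kb in Nip and from 65.0 ± 0 kb to 45.0 ± 0 kb in 93-11. In stable B bins it went from 75.0 ± 0 kb to 42.5 ± 3.54 kb in Nip and from 80.0 ± 0 kb to 45.0 ± 0 kb in 93-11. The ratio of HS to normal was 0.667 and 0.692 in A and 0.567 and 0.563 in B. Each permutation test gave its smallest p, 0.33 within a cultivar and 0.056 over both, and the difference between compartments was not tested.

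To see how many TADs were maintained, lists were matched at 80% reciprocal overlap. Of the TADs of a normal library, 32.0% in Nip and 28.1% in 93-11 were found in an HS library (means of 4 pairs, ranges 30.5% to 33.5% and 28.0% to 28.2%). Between normal replicates, 52.0% and 47.6% were found. Between HS replicates, 31.7% in Nip and 26.3% in 93-11 were found. Of the TADs of an HS library, 24.1% in Nip and 20.3% in 93-11 were found in a normal library, less than in the other HS library. Shifted lists gave 10.9% for both cultivars between conditions. The exact permutation over the 3 pairings of 4 libraries gave p = 0.33 in each cultivar, the smallest it can give. The overlap required moved these shares most, to 75.5% in Nip and 74.1% in 93-11 at 50%. Normal replicates shared 83.0% and 81.0% at 50%, so the gap to replicates was narrower there than at 80%.

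**Figure D4:**
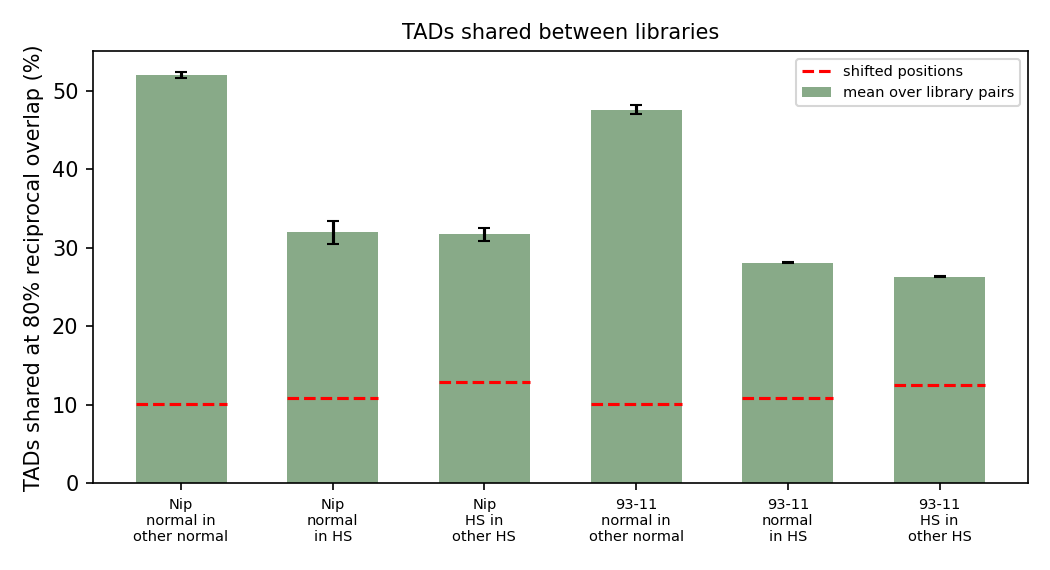
Percent of the TADs of one library found in another at 80% reciprocal overlap (vertical axis), for pairs of normal libraries, normal against HS and pairs of HS libraries in each cultivar, with bars for the mean over pairs, black lines for the lowest and highest pair and red dashes for shifted lists. Normal replicates share 52.0% and 47.6%, and HS replicates share 31.7% and 26.3%.

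Boundaries that were lost or gained upon HS were counted within 5 kb. Of 4282 boundaries shared by both normal libraries of Nip, 588 (13.7%) were in neither HS library, and of 5800 shared by both HS libraries, 2010 (34.7%) were in neither normal library. In 93-11, 692 of 3643 (19.0%) were lost and 2022 of 4845 (41.7%) were gained. The other splits gave 421 and 532 boundaries lost in Nip and 504 and 566 in 93-11. They gave 455 and 430 gained in Nip and 525 and 484 in 93-11. Within 5 kb the losses were thus somewhat above the disagreement between replicates and the gains well above it. The other splits mix a normal and an HS library on each side, so their lists are alike in length. HS lists held more boundaries, 9968.5 against 6475.5 per library in Nip and 9504.5 against 6137.5 in 93-11. That alone lowers losses and raises gains against this background, so the asymmetry partly restates the number of TADs. Boundaries of HS libraries shifted around the chromosomes would have left 1780 lost in Nip and 1602 in 93-11, and shifted normal boundaries 3643 and 3144 gained, so fewer boundaries were lost or gained than for unrelated lists. At the same position, losses were 1019 in Nip, against 601 and 687 in the other splits, and 980 in 93-11, against 561 and 639. Within 10 kb they were 278 in Nip, against 267 and 367, and 386 in 93-11, against 373 in both other splits. How far the losses exceeded replicate disagreement thus depended on the tolerance. Leaving out any single library raised losses to between 1103 and 1341 in Nip and between 1409 and 1531 in 93-11.

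The compartment of lost boundaries was examined next. Of the lost boundaries in bins with clear calls, 97.6% of 499 in Nip and 97.2% of 598 in 93-11 lay in bins that kept their compartment. Among kept boundaries these shares were 97.8% and 97.4%, and among all bins with clear calls 97.8% and 97.4%. Lost boundaries lay in B more often than kept ones. In Nip, 51.1% of lost and 37.1% of kept boundaries were in B (odds ratio 1.77, Fisher's exact test, two-sided p = 1.2e-08). In 93-11 these shares were 46.3% and 37.5% (odds ratio 1.44, Fisher's exact test, p = 0.00023). The test runs across boundaries, which are not replicates. With the same position required, the odds ratio in Nip was 1.13 (Fisher's exact test, p = 0.33), and with outermost TADs alone it was 1.27 in 93-11 (p = 0.11). Of the gained boundaries within 5 kb, 52.8% in Nip and 50.3% in 93-11 were in B. A higher share in B than among kept boundaries was thus not particular to loss.

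The study described a larger change of TAD size in 93-11 than in Nip, and this difference was examined. The median size changed by -0.75 in Nip and by -0.74 in 93-11 on the log2 scale. The difference was 0.02. The 36 relabellings do not decide it (permutation test, two-sided p = 1), since they also shuffle the change that both cultivars share. The difference changed sign with outermost TADs alone, at -0.0013, and without normal replicate 2 of Nip, at -0.037. In kb the median changed by -27.5 in Nip and by -30 in 93-11, so which cultivar changed more depended on the unit.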

Values the study reported

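The study counted 1917 transited compartments in Nip and 1833 in 93-11 after HS. For TADs it gave 3112 in Nip and 2652 in 93-11 under normal conditions, and 2943 and 2452 in HS. It stated that 44% of TADs in Nip and 27% in 93-11 were maintained, with 80% overlap as the rule for a shared TAD. The study described TADs as larger after HS, most of all those in B compartments. It also described the change in TAD size as larger in 93-11.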

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

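The alternatives with outermost or innermost TADs, random digits, a minimum PC1 change and, for gene density and the compartment of lost boundaries, single libraries left out were chosen after the data were examined. The others were fixed before. The cause of a change was not tested unless the construction of the alternative shows it.

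Switching bins kept more B to A than A to B bins in 93-11 under each rule except centring, which gave 97 A to B and 89 B to A bins there. Calls from the mean of the replicates gave 146 A to B and 141 B to A bins in Nip and 117 and 221 in 93-11, since replicates no longer had to share a call. A minimum of 0.25 SD gave 11 and 6 bins in Nip and 9 and 26 in 93-11. Runs of at least 2 bins left 16 and 14 bins in Nip and 8 and 31 in 93-11. Across the 4 counts that each left out a replicate, A to B ranged from 97 to 118 and B to A from 96 to 127 in Nip, and from 79 to 91 and 147 to 180 in 93-11. Only leaving out an HS replicate moved a count by more than 1.5 times. Without HS replicate 1 there were 118 and 127 bins in Nip and 91 A to B bins in 93-11, and without HS replicate 2 there were 116 and 127 in Nip and 89 A to B in 93-11. A rule with fewer libraries is easier to meet.

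The counts of differential PC1 bins moved with each setting named here. Quantile normalization gave 0 higher and 1 lower in Nip, where 1168 and 1290 had an unadjusted p under 0.05, and 19 and 16 in 93-11. Division by the SD of each chromosome gave 198 and 141 in 93-11. Random digits within the rounding gave 145 and 145 in Nip and 137 and 70 in 93-11, and totals over the 21 draws ranged from 203 to 373 and from 186 to 234. A change of at least 0.01 left 153 and 138 in Nip and 189 and 84 in 93-11. Fits without a replicate were not run, since an arm of 1 library gives no call.

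Replicate numbers did not pair the libraries. The deviations of same-numbered libraries correlated at 0.0182 in Nip and 0.0136 in 93-11. The replicate block in limma gave 0 bins in either direction in both cultivars, where 1036 and 1096 bins in Nip and 1004 and 1009 in 93-11 had an unadjusted p under 0.05. For TAD number and size the block leaves the difference as it was by construction, and the sign-flip permutation gave p = 0.12, the smallest of its 16 flips. For size over all TADs the block gave 32.1% in Nip and 32.6% in 93-11.

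The rise in TAD number and the fall in size kept their direction under the alternatives tried. HS libraries had 1678 (Nip) and 1506.5 (93-11) more outermost TADs and 2181 and 2392 more innermost TADs. The difference in median size was -42.5 and -50 kb for outermost TADs, -17.5 and -20 kb for innermost TADs, and -43.0 and -46.5 kb for the mean of all TADs. For TADs wholly inside a compartment it was -15.0 and -25.0 kb in A and -25.0 and -27.5 kb in B. For outermost TADs it was -25.0 and -32.5 kb in A and -80.0 and -77.5 kb in B. Across the fits without 1 library, the difference in number was 2538 to 3176 in Nip and 3151 to 3365 in 93-11.

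The share of TADs maintained was 75.5% (Nip) and 74.1% (93-11) at 50% overlap, 13.6% and 11.0% at 90%, 59.2% and 58.3% with 80% of the first TAD alone, and 24.8% and 20.7% for outermost TADs. Between normal replicates the same rules gave 83.0% and 81.0%, 32.0% and 28.1%, 89.0% and 86.7%, and 48.0% and 42.1%. A looser rule matches more TADs by construction.

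Boundaries lost numbered 1019 in Nip at the same position, 278 (Nip) and 386 (93-11) within 2 bins, and 319 and 374 for outermost TADs. For outermost TADs the other splits gave 259 and 268 losses in Nip and 236 and 245 in 93-11. Boundaries gained numbered 1340 in 93-11 at the same position and 1274 (Nip) and 1015 (93-11) for outermost TADs. Leaving out a library drops a requirement, and gave 1103 to 1341 lost and 2778 to 4448 gained in Nip, and 1409 to 1531 lost and 2729 to 4876 gained in 93-11. Each of the 4 omissions raised the losses by more than 1.5 times, and only leaving out an HS replicate did so for the gains, to 4406 and 4448 in Nip and 4876 and 4759 in 93-11 without HS replicates 1 and 2, respectively. The odds ratio of loss in B was 1.13 in Nip at the same position and 1.27 in 93-11 for outermost TADs, and neither passed the threshold. It ranged from 1.34 to 1.99 in Nip and from 1.24 to 1.71 in 93-11 without 1 library.

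The cultivar difference in size change was -0.0013 on the log2 scale for outermost TADs and ranged from -0.037 to 0.070 across the 8 sets that each left out a library, with the lowest value without normal replicate 2 of Nip, so no direction is given. The difference in genes between A and B bins was 2.73 to 2.74 in normal Nip, 3.11 to 3.13 in normal 93-11 and 3.04 in HS 93-11 from single libraries.

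No TAD exceeded 1 Mb and no chromosome was inverted, so those alternatives changed nothing. The strength of boundaries, a split of genes by transposon annotation and sequences outside the 12 chromosomes were not used here. Depth, which was not used here, limits the comparison of TAD lists in particular.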

Other observations

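The tests on nesting levels, depth, replicate disagreement, the PC1 offset and chromosome length were chosen after their results were seen. The others were written down before.

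HS libraries listed more and smaller TADs in both cultivars. More nesting levels would leave the number of outermost TADs as it was, but it was 1.69 times higher in Nip and 1.65 times higher in 93-11. Independent calling noise as the whole cause is argued against by recurrence. Of the boundaries in HS replicate 1 but in no normal library, 40.2% in Nip and 37.9% in 93-11 recurred in HS replicate 2, against 25% and 26.4% for shifted positions (permutation, p = 0.001, the smallest of 1000 shifts). Boundaries found only in normal libraries recurred in 37.4% of cases in Nip and 36.1% in 93-11, against 8.29% and 10.3%. Those found only in HS thus stood less far above shifted positions. Lower depth of the HS libraries cannot be told apart from an effect of HS, since the depth that the study gives for each library was not used here and a difference between the conditions follows the groups. The study described a decrease of interactions within chromosomes during HS, most of all at short distance. That is the direction that lower depth within chromosomes would have, whatever its cause. The rise in TAD number, the fall in size and the lower reproducibility of TADs at 80% overlap are therefore not attributed to HS. The TADs of an HS library were found in the other HS library in 31.7% of cases in Nip and 26.3% in 93-11, against 52.0% and 47.6% between normal libraries. At this overlap HS lists were thus less reproducible, which lower depth could produce, and a change of chromatin upon HS remains open as well. Boundaries matched within 10 kb did not show this, but HS lists hold more boundaries, so more of them match by chance. No chance level is given for these shares, so they do not decide it. In Nip, HS replicates shared 7419, with 9968.5 per library on average, and normal replicates 4811, with 6475.5. In 93-11 these were 6547 with 9504.5 and 4301 with 6137.5. Within 5 kb they shared 5800 and 4282 in Nip and 4845 and 3643 in 93-11, a smaller part of the HS lists.

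Switching bins were not explained by replicate disagreement, since the other splits gave at most 16 bins in Nip and 20 in 93-11. Movement of existing compartment borders may account for many of them. Of the runs, 53.4% in Nip and 59.5% in 93-11 touched a bin already in the compartment they moved to, against 11.6% and 12.6% for random placements (permutation, p = 0.001, the smallest of 1000 placements). PC1 is near 0 at borders, where small changes alter a call, and this test does not separate these readings.

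The excess of B to A bins in 93-11 would need an offset of PC1 of 0.005 to vanish. The median PC1 change was 0.0005 in A bins and -0.0005 in B bins, and the mean over all bins was 0.00086. These are far smaller, so a uniform offset of that size is argued against. Centring PC1 on the chromosome median did remove the excess, with 97 A to B and 89 B to A bins. It balances the directions by construction, so it does not decide this. A shift confined to bins near 0 remains open. B to A bins outnumbered A to B bins on 9 of 12 chromosomes in 93-11, and were fewer on 1.

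The share of switching bins per chromosome followed a similar order in both cultivars (Spearman's rho 0.818 over 12 chromosomes, permutation p = 0.0019, adjusted 0.0076 over 4 relations). Longer chromosomes had lower shares, with rho of -0.54 (p = 0.075) in Nip and -0.68 (p = 0.018, adjusted 0.032) in 93-11. With the trend on length removed, the correlation between cultivars was 0.645 (permutation p = 0.024, adjusted 0.032), which argues against length as the whole cause. Chromosomes are not replicates, and no biological explanation was tested.

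The longest A to B runs of Nip and 93-11 include chromosome 11 from 3450001 to 3550000 in each cultivar. Coordinates were those of each cultivar's own genome, and whether the stretches correspond was not tested.

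Boundaries gained in HS showed no clear preference for gene-dense bins. They lay in bins with 5.56 genes in Nip (5.57 for shifted positions, permutation p = 0.76) and 5.38 in 93-11 (5.28, p = 0.084). Boundaries kept in all libraries lay in bins with 6.11 genes in Nip and 6.02 in 93-11, above shifted positions (permutation p = 0.001, the smallest of 1000 shifts).

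Switching bins numbered 147 in Nip and 183 in 93-11. Those are lower than the values quoted from the study above, which counts compartments and not these bins. TADs numbered 8735 in Nip and 8424 in 93-11 in normal libraries, and 11592 and 11682 in HS libraries. Those are higher than the values quoted from the study above, and the change upon HS runs in the opposite direction. The lists used here are nested and per library, and the study describes a caller whose domains do not nest. The counts are therefore not of the same kind. Outermost TADs numbered 2420 and 2311 in normal and 4098 and 3818 in HS libraries. Their change upon HS also runs opposite to the quoted one. The median size fell from 67.5 to 40 kb in Nip and from 75 to 45 kb in 93-11, with the lower ratios in B. That is the opposite of the direction of size described in the study. The caller behind the lists used here is not stated, so this does not test the TADs that the study described.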
